A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Plant hormone and peptide signaling converge in the genetic network regulating cambium activation in Arabidopsis roots" (2026).

How the data were processed

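Gene counts were taken from 6 RNA-Seq libraries of ipt1,3,5,7 roots, 3 treated with DMSO for 1 h and 3 with 1 µM BAP for 4 h. Per the labels, total RNA was isolated with a Qiagen RNeasy kit with DNase treatment and libraries were made from 100 ng with the Illumina TruSeq RNA v2 kit, which does not mark strand. The authors had the libraries sequenced, trimmed the reads, aligned them with Bowtie2 and deposited raw counts per gene from HTSeq, and they tested them with DESeq2. Versions, the build used for alignment, the strand setting and the handling of reads that map to several genes were not given in the sources used here. Reads of near-identical genes or of overlapping genes may therefore be lost, shared or assigned to the wrong gene. The same RNA samples were also measured with microarrays, which were not analysed here.

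Each file held 33602 gene rows with a count, and every row named a gene. Starts in the files count from 0 and were raised by 1 for printing. Of the gene identifiers, 32835 (97.7%) matched a RefSeq locus tag of the TAIR10.1 assembly, and 100% of these overlapped the RefSeq gene, with equal starts for 44.7% and equal ends for 44.3%. The study's methods name the TAIR10 annotation, with as many genes as the files have, as the background of another test. Coordinates are those of the files, which do not name their build, and gene symbols are from the lists or from RefSeq.

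Total counts were 19957748, 20006233 and 20026876 in DMSO replicates 1, 2 and 3 and 20085917, 20088209 and 20127269 in the BAP replicates. TMM factors were 1.013, 1.038 and 1.041 for DMSO and 0.9626, 0.953 and 0.9964 for BAP. Mitochondrial genes took 0.0288% to 0.035% of counts and chloroplast genes 0.00249% to 0.00279%. Of the genes tested 19 were organelle genes. As a check for a library present more than once, counts of replicates were compared over genes with at least 20 reads, and each pair differed by more than sampling noise, with a chi-square per degree of freedom of 7.94 to 12.4. This does not show that the replicates were independent. The biological coefficient of variation was 0.102.

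Genes were filtered with filterByExpr of edgeR 4.0.16 in R 4.3.3 at a minimum count of 10, which left 20987 genes, and normalised with TMM. BAP was compared with DMSO by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) over all 6 libraries with no covariate. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size were called, which are the limits in the study's account of this contrast, while its methods print a lower fold limit. All adjusted p-values of genes are from this test unless another tool is named. Levels are CPM, the deposited counts scaled by TMM library sizes, given as mean ± SD of 3 libraries, and log2 fold changes are given with their SE. Where a group had 1 to 3 reads in all, the ratio of counts is given with an exact 95% binomial interval. PCR reads without molecular identifiers are not independent molecules, so intervals cover counting error only.

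The comparison, the lists of genes, the rule for named genes and the alternatives were chosen before the data were examined, except where stated. The 38 lists were type-A ARR, type-B ARR, cytokinin receptors and AHP, cytokinin breakdown and conjugation, cytokinin synthesis, CRF, known cambial regulators, TDIF-PXY pathway, ANT and PLETHORA, network transcription factors, DOF family, LBD family, Aux/IAA, GH3, auxin transport, auxin synthesis, ARF, alpha-expansins, D-type cyclins, DNA replication, mitosis, HD-ZIP III and xylem initiation, xylem vessel, phloem, endodermis, root hair, lateral root, root tip, green tissue, greening regulators, nitrogen uptake and assimilation, other nutrient uptake, class III glutaredoxins, circadian clock, touch and wounding, ethylene synthesis, gibberellin metabolism and reference genes. They held 479 genes, of which 415 were tested. For each list the called members were counted in each direction, over all genes tested and adjusted over the list alone, and the list was tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 38 lists. Of the 38 lists 12 passed camera, and 2 of them, type-A ARR and network transcription factors, passed with an estimated correlation. The network list holds only the members that the study's text names, not the whole network, and says nothing of the rest. The test fry, which asks whether the genes of a list move on balance one way, passed 14 lists, and its mixed form, for change in either direction, passed 34.

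Named genes included the 10 with the highest and the 10 with the lowest log2 fold change. These were taken among called nuclear genes with a mean of at least 1 CPM whose group values did not overlap. Genes that the study names were added, for this contrast or, as with DOF3.4 and IAA3 (SHY2), for its other experiments. Up to 4 members of each list with the largest called change were named too, or the member with the smallest p where none passed. The rule also took in IPT1, IPT3, IPT5 and IPT7. Named after their values were seen, most of them to spell out a small count, were ARR9, AHP1, AHK2, UGT76C1, CYP735A1, LOG2, HB-12, ANAC042, SCL3, KNAT1, WOX13, AHL11, LBD36, GH3.5, GH3.17, SCR, MYB36, AMT1;2, NIR1, GA20OX1, GA2OX6, GA3OX1, the near-identical glutaredoxin genes, the neighbours of AT5G47980, EXT3, PYK10 and the genes of the abscisic acid and triterpene lists. The values of a few list members are not reported here.

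The test was run on simulated data with counts drawn from the real means and library sizes and 200 genes changed. Over the 20854 genes run for BAP 4 h against DMSO 1 h, 87.9% of 66 genes with a true log2 fold change of 1 and 95.2% of 63 genes with 2 were called, and 25.8% of 66 genes with 0.5. Of 145 calls 10 were false, among 20659 unchanged genes. Far fewer genes changed in the simulation than the 4809 called in the data, so these shares need not carry over to the comparison.

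The alternatives were RLE, upper-quartile and library-total scaling, no filter and a filter of at least 10 reads in every library, DESeq2 1.42.0, limma-voom, the replicate number as a block, leaving out each library in turn, no minimum fold, a minimum log2 fold change of 1, glmTreat against 0.5, nuclear genes alone, and for lists an estimated correlation and fry. Ratios of photosystem genes between libraries used a pseudocount of 0.5 CPM. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.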

Results

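The data were messenger RNA counts per gene from roots of the Arabidopsis thaliana mutant ipt1,3,5,7. It is mutated in isopentenyltransferase genes for the first step of cytokinin synthesis, and the study describes it as cytokinin-deficient. Plants that were 7 d old were moved on their mesh to plates with 1 µM BAP (benzylaminopurine, a synthetic cytokinin) or with the solvent DMSO. Roots were harvested 4 h after the move to BAP and 1 h after the move to DMSO, and the root tips and lateral roots were removed. Each group held 3 libraries, and the 6 libraries had between 19957748 and 20127269 counted reads. Within a group the libraries had a Pearson r of 0.988 to 0.992 over genes on the log2 CPM scale, and between groups of 0.934 to 0.95, where genes are not independent replicates. The study calls the RNA-Seq samples biological replicates and describes the experiment as repeated, while the labels do not say whether they were separate cultures. The p-values measure the spread between these samples. The comparison asks which genes respond to cytokinin while secondary growth is being activated. It sets BAP against DMSO and 4 h against 1 h at the same time.

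Cytokinin-treated roots differed from the DMSO roots at 4809 of 20987 tested genes (22.9%), of which 2425 rose and 2384 fell. LBD3, a LOB-domain transcription factor of the cambium, rose 77.7-fold, from 0.357 ± 0.106 to 28.1 ± 3.19 CPM (SD, n = 3). ARR16, a type-A response regulator that cytokinin induces, rose 49.2-fold. AHP6, an inhibitor of cytokinin signalling in the root vasculature, fell from 4.63 ± 0.25 to 0.136 ± 0.13 CPM (SD, n = 3). At least 10-fold changes were found for 91 genes that rose and 49 that fell, and at least 2-fold changes for 1099 and 1072. The calls are from edgeR's quasi-likelihood test at an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size. In 99% of the called genes the 3 values of one group lay entirely above or below the 3 of the other, against 51.4% of all tested genes and 10% by chance.

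Reads of the isopentenyltransferase genes named by the mutant were counted, and IPT7 and IPT5 had fewer of them in BAP roots. IPT7 had 228, 236 and 218 reads in the DMSO libraries and 8, 8 and 17 in the BAP libraries, and it fell by 4.28 ± 0.22 on the log2 scale (SE, adjusted p = 3.15e-06). IPT5 had 62, 103 and 79 reads against 12, 20 and 9 and fell by 2.48 ± 0.31 (SE, adjusted p = 0.000398). IPT3 had 15, 20 and 9 reads against 4, 19 and 17 (log2 fold change -0.06 ± 0.51, adjusted p = 0.938), and its sign turned to 0.21 without DMSO replicate 2 and to 0.37 without BAP replicate 1. IPT1 had 3, 7 and 6 reads against 0, 4 and 2 and was not tested. All 6 libraries share the genotype and the insertion sites are not given in the labels, so these counts do not check the labels.

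The early markers of cytokinin signalling rose together. All 9 tested type-A ARR genes rose (9 also when adjusted over the list alone), which encode response regulators that dampen the signal. ARR16 rose by 5.62 ± 0.21 on the log2 scale, ARR7 by 5.03 ± 0.15, ARR5 by 3.73 ± 0.10 and ARR6 by 2.73 ± 0.13 (SE, n = 3 per group). ARR9 (0.52 ± 0.12) lay at the minimum fold. It fell below that without DMSO replicate 3 (0.38), BAP replicate 1 (0.49) or BAP replicate 2 (0.49). ARR7 went from 2.46 ± 0.572 to 80.3 ± 8.62 CPM (SD, n = 3). The list test, camera, gave an adjusted p of 4.64e-38 for the type-A list, and the call held with an adjusted p = 0.0342 with an estimated correlation. Of the 6 tested type-B ARR genes, which encode the transcription factors at the end of the pathway, ARR12 rose (0.64 ± 0.08) and 3 fell: ARR11 (-1.63 ± 0.21), ARR2 (-1.10 ± 0.09) and ARR1 (-0.56 ± 0.07). Those counts were 1 and 3 also when adjusted over the list alone, and camera's adjusted p was 0.306. ARR1 overlaps another annotated gene, and reads of overlapping genes cannot be told apart without strand, so its value is uncertain. Among the 8 tested receptor and phosphotransfer genes 3 rose and 3 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 0.918). The receptor gene AHK4 rose (1.95 ± 0.07), as did the phosphotransfer genes AHP3 (0.64 ± 0.07) and AHP1 (0.57), while the receptor genes AHK3 (141.8 ± 5.95 to 71 ± 5.1 CPM) and AHK2 (-0.54) fell with AHP6 (-5.02 ± 0.41). The median of this list was 0.08 and the test's direction upward, but its mean was -0.40, with AHP6 the lowest value. The AHP6 value was -5.81 without BAP replicate 1, where the AHK2 call was lost at -0.48. Of the 8 cytokinin response factor genes, CRF5 (0.62 ± 0.16) and CRF4 (0.60 ± 0.11) rose and CRF8 (-0.60 ± 0.17) fell, 2 and 1 also when adjusted over the list alone (camera adjusted p = 0.918). Only 1 CRF gene rose without DMSO replicate 1, and 0 fell without DMSO replicate 2 or without BAP replicate 2.

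Genes that remove cytokinin rose, and genes that make it went both ways. Of the 10 breakdown and conjugation genes, 9 rose and UGT76C1, a cytokinin glucosyltransferase, fell (9 and 1 also when adjusted over the list alone). The cytokinin oxidase genes CKX4 (4.43), CKX2 (3.91), CKX3 (3.68) and CKX5 (3.39) rose most on the log2 scale, where CKX2 was at 4.98 without DMSO replicate 3, and CKX5 overlaps another annotated gene and is uncertain. Camera gave an adjusted p of 4.8e-09, and the call was lost at an adjusted p = 0.0761 with an estimated correlation. Of the 14 tested synthesis genes 3 rose and 7 fell, 3 and 7 also when adjusted over the list alone (camera adjusted p = 0.918). CYP735A2, which hydroxylates cytokinins to the trans-zeatin type, rose from 11.6 ± 1.14 to 452 ± 37.2 CPM (SD, n = 3), a log2 fold change of 5.28 ± 0.11, and CYP735A1 (1.27) and LOG2 (1.26, 24 against 55 reads) rose less. The LOG2 call was lost without any 1 of DMSO replicates 2 and 3 and BAP replicates 1, 2 and 3 (adjusted p from 0.0618 to 0.104). LOG1 (-2.85 ± 0.31) and LOG4 (-2.73 ± 0.23), which encode enzymes that release active cytokinin bases, fell with IPT7 and IPT5. IPT7 and IPT5 are among the 7 and are mutated in every plant, so their reads need not stand for working synthesis genes. The number of synthesis genes that fell was 2 when only genes with at least 10 reads in every library were kept, since that filter removes genes that fell to a few reads.

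**Figure D1:**
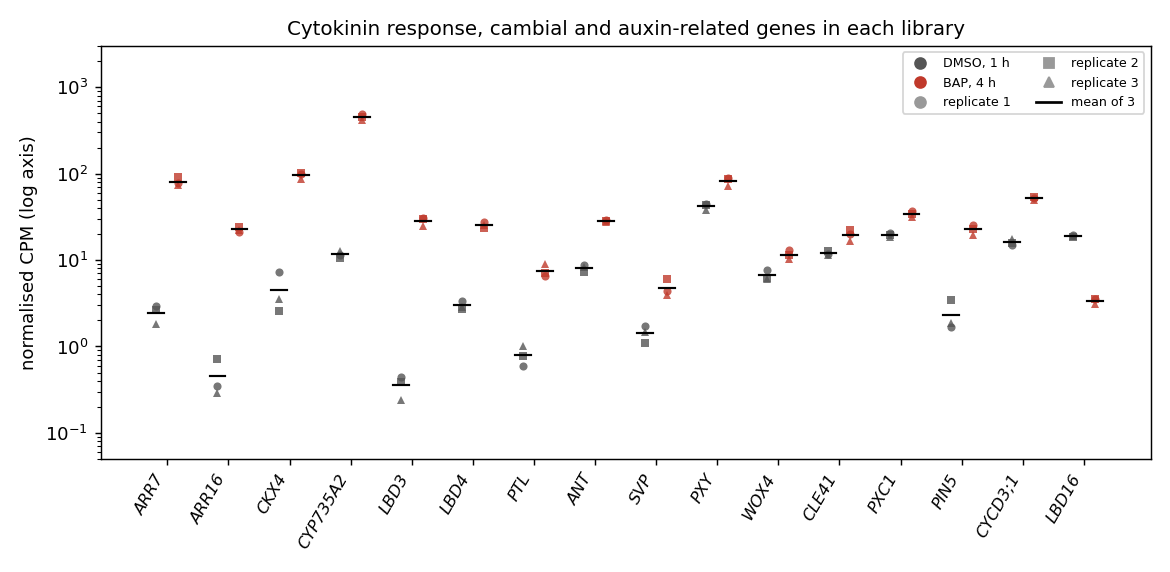
Normalised CPM (log axis) of 16 genes in each of the 3 DMSO and 3 BAP libraries, where a point is a library and a bar is the mean of 3. ARR7 sits near 2.46 CPM in DMSO and 80.3 in BAP, and LBD16 moves the other way, from 18.9 to 3.39.

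Several cambial regulators rose in the BAP roots. LBD3, LBD4 (3.08 ± 0.11 on the log2 scale), PTL (3.24 ± 0.22) and ANT (1.81 ± 0.09) led the list of known cambial regulators (SE, n = 3 per group). ANT, an AP2-type transcription factor gene and cambial marker, went from 8.08 ± 0.814 to 28.3 ± 0.756 CPM (SD, n = 3). SVP rose by 1.72 ± 0.23, ERF072 by 1.19 ± 0.13, PXY by 0.97 ± 0.10, WOX4 by 0.80 ± 0.13, ATHB5 by 0.73 ± 0.07 and AHL11 by 0.62 ± 0.19. Of the 27 tested members 10 rose, 4 fell and 13 did not pass the threshold, and 11 rose and 4 fell when adjusted over the list alone. Those that fell were ANAC042 (-1.41), SCL3 (-1.01), KNAT1 (-0.84) and WOX13 (-0.84). The list's camera adjusted p was 0.000817, and the call was lost at an adjusted p = 0.0761 with an estimated correlation. The list was taken by the study from earlier work, but LBD3, LBD4, PTL, ANT, SVP, ERF072, PXY, WOX4 and ATHB5 were singled out by the study from these libraries among others, so their values are not independent evidence. The AHL11 call was lost without any 1 of DMSO replicates 1 and 2 and BAP replicates 1, 2 and 3 (adjusted p from 0.0578 to 0.109), and the ANAC042 call without BAP replicate 2 (0.0526). In the files' coordinates, LBD3 lies on chromosome 1 from 5651370 to 5652883 and ANT on chromosome 4 from 17739514 to 17742401, and these gene intervals hold exons, introns and UTRs alike.

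Some genes of the TDIF peptide and PXY receptor pathway, which keeps cambium cells dividing, rose. The peptide genes CLE41 (0.70 ± 0.11, from 12.1 to 19.6 CPM) and CLE42 (3.47-fold, from 0.293 ± 0.151 to 1.03 ± 0.425 CPM), the receptor kinase genes PXY (41.8 ± 3.73 to 82.1 ± 9.27 CPM) and PXC1 (0.82 ± 0.08), WOX4 and ANT made up the 6 of 12 tested members that rose, 6 also when adjusted over the list alone. The other 6 did not pass, among them PXL1 at a log2 fold change of 0.31 ± 0.09 (adjusted p = 0.0244), below the minimum fold, and PXL1 overlaps another annotated gene, which leaves its value uncertain. With camera the adjusted p was 0.00421, and the adjusted p = 0.254 with an estimated correlation. The study named CLE41, CLE42, PXL1, PXC1, PXY, WOX4 and ANT for this contrast, so they are not independent evidence. It reported PXL1 among the genes increased from 4 h of BAP on, a statement that also covers later times measured on arrays. Here PXL1 rose as well, but by less than the minimum fold. The study's methods print a lower fold limit. The CLE42 call was lost without DMSO replicate 2 (adjusted p = 0.0504), DMSO replicate 3 (0.053), BAP replicate 1 (0.0618) or BAP replicate 2 (0.0587), and was kept without the remaining ones (lowest adjusted p 0.00736).

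Of the 18 transcription factors that the study's text names from its cambium network, which are only a part of that network, 15 rose and 1 fell, with 15 and 1 also when adjusted over the list alone. TINY2, an ERF-type factor, rose from 1.15 ± 0.298 to 10.2 ± 3.18 CPM (SD, n = 3, log2 fold change 3.14 ± 0.30), and the helix-loop-helix gene AT2G40200 rose by 2.86 ± 0.16. HB-12, a homeobox gene that abscisic acid induces, fell by 2.67 ± 0.40 and was named after its value was seen. The camera adjusted p was 5.02e-16 and the adjusted p = 0.03 with an estimated correlation, but the network was built on genes coexpressed with ANT in arrays of the same RNA among others and the members named in the text were a choice within it, so the list is not independent evidence. Of the related families, 1 of 7 ANT and PLETHORA genes rose (ANT) and 2 fell, PLT5 (-0.99 ± 0.20) and PLT2 (-0.58 ± 0.15), 1 and 2 also when adjusted over the list alone. The median of that list was -0.36 and its mean -0.04 while camera's direction was upward (adjusted p = 0.851), and without BAP replicate 2 the counts were 2 and 1, and without DMSO replicate 3 they were 1 and 1. Of 28 DOF genes 7 rose and 10 fell, 7 and 10 also when adjusted over the list alone (camera adjusted p = 0.659). DOF3.1 (-1.72 ± 0.21), DOF3.3 (-1.54 ± 0.14), DOF1.1 (-1.52 ± 0.08) and DOF5.4 (-1.43 ± 0.22) fell most. DOF3.4 fell by 0.76 ± 0.20. DOF1.6, which is also among the 18 network factors, did not pass, at 0.27 ± 0.15 (adjusted p = 0.182). The study places DOF1.6 among the main nodes of the late part of its network, after 4 h. Of 18 LBD genes 3 rose and 6 fell, 3 and 6 also when adjusted over the list alone (camera adjusted p = 0.659). LBD17 fell by 3.31 ± 0.35. LBD36 (0.51) rose with LBD3 and LBD4 but lay below the minimum fold without any 1 of DMSO replicates 2 and 3 and BAP replicates 1 and 2 (0.44 to 0.50).

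**Figure D2:**
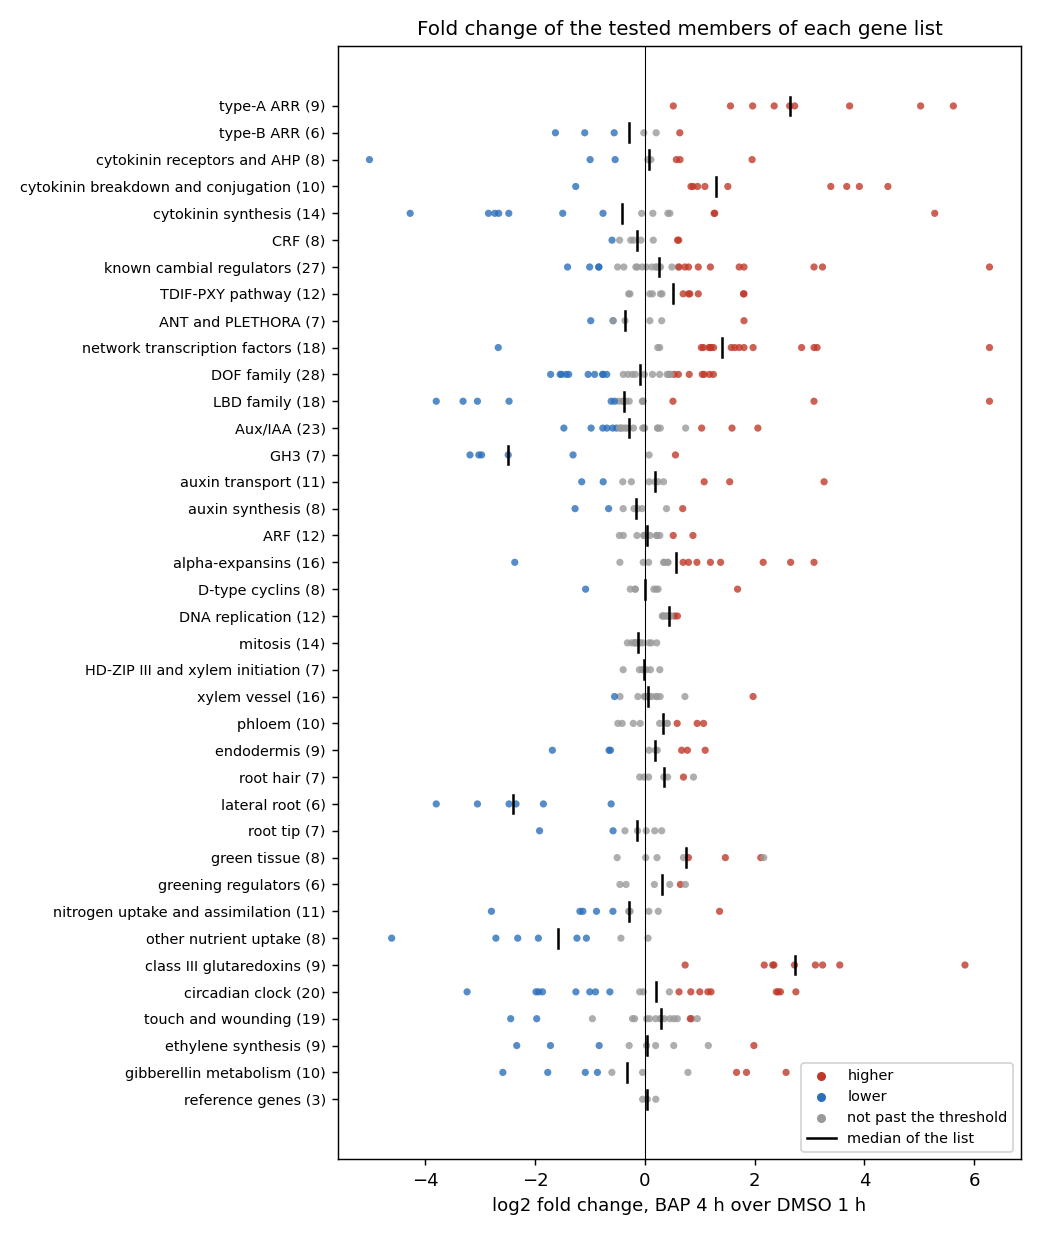
Log2 fold change (BAP 4 h over DMSO 1 h) of each tested member of the 38 gene lists, with the number of tested members in brackets, red for genes that rose, blue for genes that fell, grey for genes that did not pass and a bar at the median. All 9 type-A ARR genes lie right of 0 and all 6 lateral root genes left of it.

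The largest changes were mostly of genes outside the lists. AT3G05770 (6.48 ± 0.19 on the log2 scale), AT3G21950 (6.46 ± 0.40), AT1G54300 (6.24 ± 0.38), AT5G47980 (6.19 ± 0.21), AT2G25150 (6.14 ± 0.20) and AT5G38020 (5.95 ± 0.11) rose beside LBD3 and ARR16. AT5G47980 encodes an acyltransferase of the thalianol gene cluster and went from 6.57 ± 1.96 to 480 ± 59.8 CPM (SD, n = 3). GRXS9, a glutaredoxin gene, had 2 reads in the DMSO libraries together and 128 in the BAP libraries, a ratio of 67.6 with a 95% counting interval of 18.3 to 564. AT5G14160 had 3 against 165 reads, a ratio of 58.1 (19.5 to 285), with its 3 DMSO reads all in replicate 3, without which its fitted log2 fold change went from 5.69 to 8.81. The largest falls were of FAMT (-6.70 ± 0.48), a farnesoic acid methyltransferase gene, and of OCT1 (-5.99 ± 0.42), an organic cation transporter gene. AT5G52670 had 149 reads in the DMSO libraries and 2 in the BAP libraries, a ratio of 70.5 (19.2 to 588). GolS2, a galactinol synthase gene of the drought response, fell by 5.48 ± 0.78, and its DMSO values of 7.58, 43.1 and 20.9 CPM were highest in replicate 2, without which its log2 fold change was -4.74. AT3G21950 was at 7.11 without DMSO replicate 2, AT1G54300 at 7.69 without DMSO replicate 3 and FAMT at -7.63 without BAP replicate 2, all with few reads in 1 group. TAT3, AT4G39675, UMAMIT36, SKOR (a potassium channel gene of the root stele) and AT3G44870 fell by between 4.95 and 5.15. FAMT and AT3G44870 are near-identical neighbours, and AT3G05770, OCT1, SKOR and AT3G44870 overlap other annotated genes, so these values are uncertain. The counting intervals cover counting error only.

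The thalianol cluster, a group of neighbouring genes for a root triterpene, rose along with AT5G47980, and it was looked at after that value was seen. THAS1, the thalianol synthase gene, rose from 52 ± 15.7 to 1551 ± 172 CPM (SD, n = 3, log2 fold change 4.90 ± 0.22), CYP708A2 by 4.45 ± 0.13 and CYP705A5 by 3.98 ± 0.15. Of 9 genes counted on chromosome 5 between 19409242 and 19464957, 8 rose, among them AT5G47950 (2.28) and, by less than 1 on the log2 scale, AT5G47940, RABA4C and AT5G47970, while AT5G48020 was at 0.29.

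**Figure D3:**
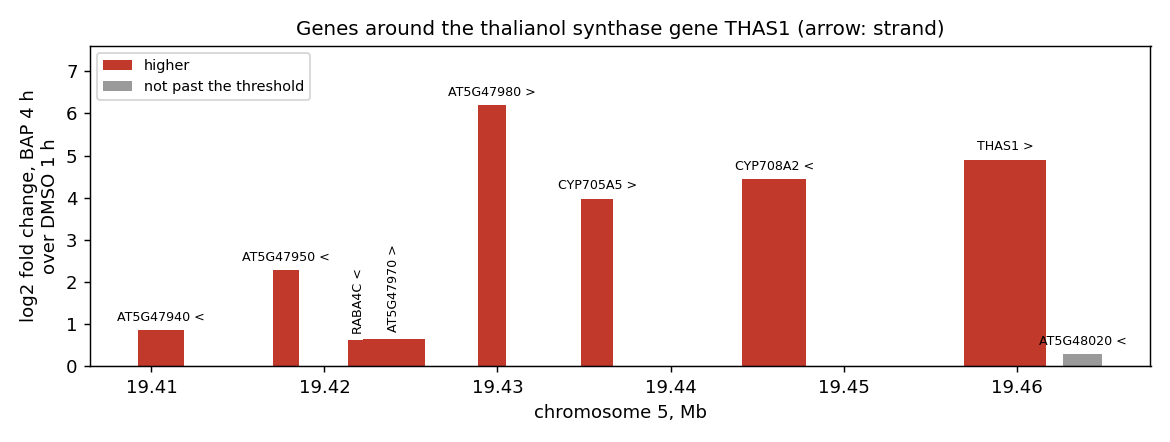
Log2 fold change (BAP 4 h over DMSO 1 h) of the 9 tested genes along chromosome 5 from 19409242 to 19464957, each bar as wide as its gene, red for genes that rose and grey for the gene that did not pass. AT5G47980 (6.19), CYP705A5 (3.98), CYP708A2 (4.45) and THAS1 (4.90) stand above their neighbours.

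Auxin-conjugating and lateral root genes fell while single auxin transport and repressor genes rose. Of 7 tested GH3 genes, which encode auxin-conjugating enzymes or relatives of them, 5 fell and GH3.17 (0.56) rose, 5 and 1 also when adjusted over the list alone. GH3.3 (-3.19 ± 0.15), GH3.4 (-3.03 ± 0.20), GH3.2 (-2.98 ± 0.21) and GH3.1 (-2.49 ± 0.17) fell most, GH3.5 (-1.31) fell as well, and the GH3.17 call was lost without DMSO replicate 2, DMSO replicate 3 or BAP replicate 2, with 0 that rose. For this list camera gave an adjusted p of 1.04e-07, and the adjusted p = 0.0761 with an estimated correlation. All 6 lateral root genes, transcription factors of primordium founding, fell, 6 also when adjusted over the list alone. LBD29 fell by 3.05 ± 0.18, LBD16 by 2.48 ± 0.10 (18.9 ± 0.596 to 3.39 ± 0.258 CPM) and GATA23 by 2.35 ± 0.39 (SE, n = 3 per group), and LBD33 went from 1.03 ± 0.61 to 0.069 ± 0.12 CPM (SD, n = 3), with its 4 BAP reads all in replicate 1. Camera's adjusted p was 1.44e-07, and the adjusted p = 0.0592 with an estimated correlation. LBD3, LBD4, LBD16, LBD29 and LBD33 also stand in the LBD family list.

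PIN5, an auxin carrier gene of the endoplasmic reticulum, rose from 2.34 ± 0.982 to 22.6 ± 2.9 CPM (SD, n = 3, log2 fold change 3.27 ± 0.23). PIN6 had 3 reads in the DMSO libraries together and 41 in the BAP libraries, a ratio of 14.4 with a 95% counting interval of 4.6 to 72.9, and the filter on low counts kept it out of the main test. Without that filter edgeR gave 3.68 (adjusted p = 0.00489), and DESeq2 gave 3.86 (adjusted p = 0.00212). Of the 11 tested auxin transport genes 3 rose and 2 fell, 3 and 2 also when adjusted over the list alone (camera adjusted p = 0.765), with PID (1.55 ± 0.23) and LAX3 (1.08 ± 0.08) higher and PIN3 (-1.15 ± 0.07) lower. Of 23 Aux/IAA repressor genes 3 rose and 6 fell (4 and 6 when adjusted over the list alone, camera adjusted p = 0.659). IAA17 (2.06 ± 0.07), IAA3 (1.59 ± 0.17) and IAA30 (1.03 ± 0.25) rose and IAA2 (-1.48 ± 0.12) fell most. Of 8 auxin synthesis genes YUC8 rose (0.69 ± 0.09) and TAR2 (-1.27 ± 0.10) and YUC9 (-0.66 ± 0.16) fell, 1 and 2 also when adjusted over the list alone (camera adjusted p = 0.659), and 2 rose without DMSO replicate 3. Of 12 ARF genes, for auxin response factors, ARF6 (0.88 ± 0.06) and ARF3 (0.52 ± 0.07) rose, 2 and 0 also when adjusted over the list alone (camera adjusted p = 0.698). ARF3 lay at the minimum fold, and 1 ARF gene rose without DMSO replicate 1 or without DMSO replicate 2, while 1 fell without DMSO replicate 3.

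Alpha-expansin genes, which encode proteins that loosen cell walls, rose in part, and among genes of the cell cycle CYCD3;1, RNR2A and MCM6 rose. Of 16 tested alpha-expansin genes 8 rose and EXPA17 fell (-2.37 ± 0.13), 8 and 1 also when adjusted over the list alone. EXPA16 rose by 3.08 ± 0.18, EXPA15 by 2.66 ± 0.10 and EXPA4 by 2.16 ± 0.16, the last from 88.6 ± 21.6 to 395 ± 28.3 CPM (SD, n = 3). The test of the list gave a camera adjusted p of 0.000159, and the adjusted p = 0.0761 with an estimated correlation. CYCD3;1, a D-type cyclin gene that cytokinin induces, rose from 16.1 ± 1.18 to 51.9 ± 1.81 CPM (SD, n = 3, log2 fold change 1.69 ± 0.08), and CYCD1;1 fell by 1.08 ± 0.10. The other 6 of the 8 D-type cyclin genes did not pass (1 and 1 also when adjusted over the list alone), the median was -0.01 against a mean of 0.08, and camera's direction was upward (adjusted p = 0.851). Of 12 DNA replication genes 2 rose, RNR2A (0.59 ± 0.11) and MCM6 (0.54 ± 0.08), 2 also when adjusted over the list alone, while 11 had an adjusted p of at most 0.05 with log2 fold changes above 0 that mostly fell short of the minimum. The list median was 0.44 and the camera adjusted p 0.00572, with an adjusted p = 0.941 with an estimated correlation, and the count was 1 without DMSO replicate 2 or BAP replicate 1, 3 without DMSO replicate 1 or DMSO replicate 3 and 5 without BAP replicate 2. Of 14 mitosis genes edgeR called 0, with 0 also when adjusted over the list alone, and 2 had an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 as well (median -0.12, camera adjusted p = 0.765). CYCB2;3 had the smallest p of them, at -0.24 ± 0.09 (adjusted p = 0.0705).

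Of the xylem vessel genes VND6 and VND3 passed. VND6, a master regulator of metaxylem vessels, rose by 1.97 ± 0.23 and is also on the network list, and VND3 fell by 0.55 ± 0.18, at the edge of the threshold. The other 14 of 16 xylem vessel genes did not pass (1 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.851). The VND3 call was lost without any 1 of DMSO replicates 1, 2 and 3 and BAP replicates 2 and 3, and 2 vessel genes rose without BAP replicate 1. Of 7 HD-ZIP III and xylem initiation genes edgeR called 0, also when adjusted over the list alone, with 2 at an unadjusted p under 0.05 and 0 by DESeq2 and limma-voom (camera adjusted p = 0.918). PHB was at -0.40 ± 0.07 (adjusted p = 0.00335), under the minimum fold. Of 10 phloem genes the sucrose transporter gene SUC2 (1.07 ± 0.19), the peptide gene CLE45 (0.95 ± 0.18) and its receptor gene BAM3 (0.59 ± 0.06) rose, 3 also when adjusted over the list alone (camera adjusted p = 0.376), and CLE45 overlaps another annotated gene. Of 9 endodermis genes 3 rose and 3 fell, also when adjusted over the list alone (camera adjusted p = 0.918). CASP4 (2.14-fold, 5.95 ± 2.06 to 12.7 ± 3.71 CPM), GPAT5 (0.77 ± 0.08) and CASP2 (0.67 ± 0.18), for the Casparian strip and suberin, rose, and CASP5 (-1.69 ± 0.41), SCR (-0.65) and MYB36 (-0.63) fell. The CASP2 call was lost without DMSO replicate 2 (adjusted p = 0.0704), DMSO replicate 3 (0.0684), BAP replicate 2 (0.0696) or BAP replicate 3 (0.0546), with a lowest value of 0.00549 without BAP replicate 1. The MYB36 call was lost without DMSO replicate 1, DMSO replicate 3, BAP replicate 1 or BAP replicate 2 (0.0826 to 0.092).

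Markers of root tips and of green tissue, both left out at harvest, and of root hairs were measured as well. Of 7 root tip genes WOX5 (-1.92 ± 0.23), a stem cell niche gene, and PLT2 fell, 2 also when adjusted over the list alone (camera adjusted p = 0.589), and 1 fell without DMSO replicate 3 or without BAP replicate 2, where 1 rose. Of 7 root hair genes COBL9 rose (0.70 ± 0.24, adjusted p = 0.0464), 0 when adjusted over the list alone (camera adjusted p = 0.765), and 4 rose without DMSO replicate 1 and 0 without any 1 of the other libraries. Of 8 green tissue genes RBCS2B (2.11 ± 0.68), RBCS1A (1.47 ± 0.38) and LHCB1.3 (0.79 ± 0.25) rose, 3 also when adjusted over the list alone (camera adjusted p = 0.698). RBCS1A was at 11.3, 9.88 and 26.8 CPM in BAP replicates 1, 2 and 3 and at 5.80 ± 1.36 in DMSO (SD, n = 3). The number of green tissue genes that rose was 0 without DMSO replicate 1, 1 without DMSO replicate 2 or DMSO replicate 3, 2 without BAP replicate 1 or BAP replicate 3 and 4 without BAP replicate 2, and 1 fell without DMSO replicate 3 or BAP replicate 3. Without BAP replicate 3 the log2 fold change of RBCS2B was 0.92 and that of RBCS1A 0.87. The RBCS and LHCB1 genes have near-identical copies, so their values are uncertain. Of 6 tested greening regulators GUN4 rose (0.65 ± 0.22, adjusted p = 0.0452), 2 when adjusted over the list alone (camera adjusted p = 0.918), and the count was 2 without BAP replicate 2 and 0 without any 1 of the other libraries, with 2 that fell without DMSO replicate 3.

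Nutrient uptake genes mostly fell, and the tested class III glutaredoxin genes rose. Of 8 other nutrient uptake genes, for iron, phosphate, sulfate and sodium, 6 fell, 6 also when adjusted over the list alone. HKT1, a sodium transporter gene, fell from 142 ± 52.9 to 5.79 ± 0.437 CPM (SD, n = 3, log2 fold change -4.61 ± 0.27), the phosphate transporter gene PHT1;4 by 2.71 ± 0.20, and the iron uptake genes FRO2 by 2.32 ± 0.23 and IRT1 by 1.94 ± 0.17. It had a camera adjusted p of 9.88e-08, and an adjusted p = 0.152 with an estimated correlation. Of 11 nitrogen uptake and assimilation genes 5 fell and NIA1, a nitrate reductase gene, rose (1.36 ± 0.22), 5 and 1 also when adjusted over the list alone. NRT1.1, a nitrate transporter and sensor gene, fell from 778 ± 73.1 to 112 ± 24.1 CPM (SD, n = 3), and NRT2.2 (-1.18 ± 0.18) and NRT2.1 (-1.13 ± 0.17), which are near-identical neighbours and uncertain, fell with AMT1;2 (-0.88) and NIR1 (-0.58), which lay below the minimum fold without DMSO replicate 1 (-0.46) or BAP replicate 3 (-0.48). The camera adjusted p was 0.0257, with an adjusted p = 0.965 with an estimated correlation. All 9 tested class III glutaredoxin genes rose, 9 also when adjusted over the list alone, with GRXS5 at 3.55 ± 0.42, GRXS11 at 3.24 ± 0.27 and GRXS4 at 3.11 ± 0.40, and without DMSO replicate 3 GRXS5 was at 4.24 and GRXS4 at 4.05. GRXS3, GRXS4, GRXS5, GRXS7 and GRXS8 are near-identical neighbours and their values are uncertain. The camera adjusted p was 9.88e-08, and the adjusted p = 0.152 with an estimated correlation, and 2 rose when only genes with at least 10 reads in every library were kept, since the DMSO levels of most were below that. The other 5 of the 14 members were not tested. Genes with few DMSO reads, such as GRXS9, GRXS5 and GRXS4, passed the filter only through their BAP counts. The count of 9 and the list test therefore follow in part from the filter.

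Clock genes moved in both directions. Of 20 circadian clock genes 9 rose and 8 fell, 9 and 8 also when adjusted over the list alone (camera adjusted p = 0.589). LHY, a gene that peaks in the morning, fell from 79.4 ± 29.6 to 8.4 ± 2.25 CPM (SD, n = 3, log2 fold change -3.24 ± 0.30), and PRR5 (2.75 ± 0.18), PRR3 (2.47 ± 0.23) and ELF4 (2.43 ± 0.21), which peak later in the day, rose. The harvests were 3 h apart relative to the transfer, and the time of day of each harvest is not given in the labels.

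**Figure D4:**
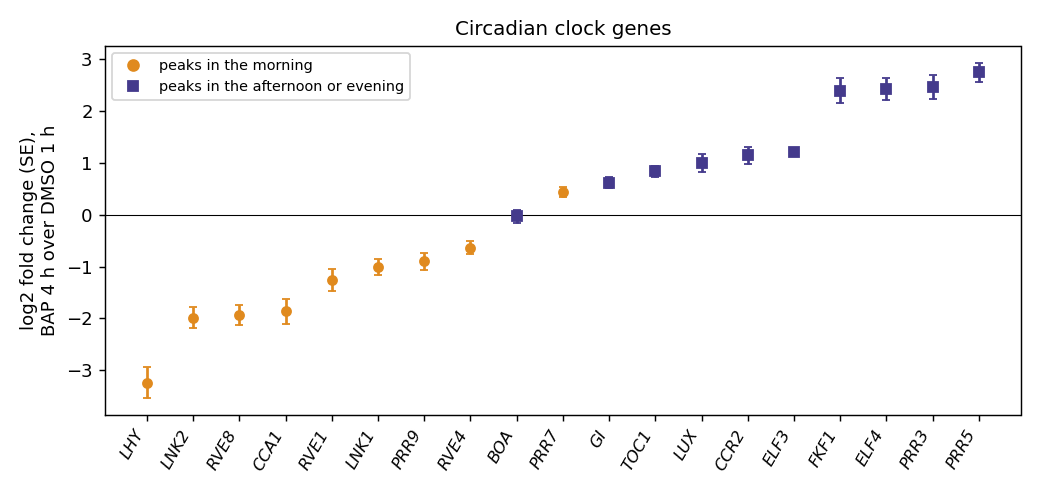
Log2 fold change (BAP 4 h over DMSO 1 h, bars SE) of 19 clock genes, with circles for genes that peak in the morning and squares for genes that peak in the afternoon or evening. Of the 9 morning genes 8 fell, and of the 10 later genes 9 rose.

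Of 19 touch and wounding genes TCH3 (-2.44 ± 0.30), a calmodulin-like gene induced by touch, and JAZ10 (-1.97 ± 0.28), a jasmonate repressor gene, fell and JAZ5 rose (0.83 ± 0.25, adjusted p = 0.0318). The counts were 0 and 2 when adjusted over the list alone, and camera's adjusted p was 0.918. The number that rose was 9 without BAP replicate 1, 4 without DMSO replicate 3 and 0 without any 1 of the other 4 libraries. Of 9 ethylene synthesis genes ACS5 rose (1.99 ± 0.26) and 3 fell, among them ACS11 (-2.33 ± 0.21) and ACO4 (-1.72 ± 0.17), 1 and 3 also when adjusted over the list alone. The median of that list was 0.03 against a mean of -0.14, camera's direction was downward (adjusted p = 0.314), and 2 rose without DMSO replicate 3 or without BAP replicate 1. Of 10 gibberellin metabolism genes 3 rose and 4 fell, 3 and 4 also when adjusted over the list alone (camera adjusted p = 0.918). The gibberellin-inactivating genes GA2OX2 (2.57 ± 0.19) and GA2OX1 (1.85 ± 0.32) rose with the synthesis gene GA20OX1 (1.67), while GA2OX4 (-2.59 ± 0.66), GA2OX6 (-1.09) and the synthesis genes GA3OX2 (-1.77 ± 0.18) and GA3OX1 (-0.86) fell, and 2 fell without BAP replicate 2, where GA2OX4 had an adjusted p of 0.0592 (lowest 0.00572, at -4.34 without BAP replicate 3). The GA3OX1 call was lost without BAP replicate 1 (0.062) or BAP replicate 2 (0.0765). Of the 3 reference genes edgeR called 0, with 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 (camera adjusted p = 0.918). EF1A, a translation elongation factor gene, had the smallest p, at 0.20 ± 0.11 (adjusted p = 0.202).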

Values the study reported

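The study clustered 33 known cambial factors into 3 main groups. It reported that the group with ANT, LBD4, LBD3, PXY, WOX4, PTL, SVP, ERF072 and ATHB5 was already induced in the 4 h RNA-Seq comparison, at a log2 fold change of at least 0.5 and an adjusted P-value of at most 0.05. Its regulatory network around ANT had 65 nodes, which stood for 56 transcription factors.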

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

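The fit with DMSO replicate 2 and BAP replicate 3 both left out was chosen after seeing the data, and all other settings before. The number of called genes stayed within 1.5 times of 4809 in every change of scaling, filter or tool, from 4409 with at least 10 reads in every library to 5017 with library totals, where 40.7% of calls were higher against 50.4%, and no gene called in both fits changed direction in any setting. Changes of the threshold moved the counts by construction. With no minimum fold 7948 genes passed (3887 higher, 4061 lower), with a minimum log2 fold change of 1 there were 2171 (1099 and 1072), and with glmTreat against 0.5 there were 2634 (1377 and 1257). DESeq2 called 4670 genes, of which 4502 were shared. Leaving out each library in turn gave 4411 to 4883 calls, 2200 to 2387 higher and 2107 to 2496 lower. The counts that rose were then 8 to 10 for type-A ARR, 9 to 10 for cambial regulators and 5 to 6 for the TDIF-PXY pathway, and those that fell were 5 in every case for GH3 and 6 for lateral root. With both libraries left out 4149 genes were called (2168 higher, 1981 lower), 3851 of them shared, and 4 lateral root genes fell. IPT3, never called, changed sign without DMSO replicate 2 (0.21), without BAP replicate 1 (0.37) and with both libraries left out (0.032), over a range of -0.42 to 0.37 with 1 library left out, and the cause was not tested. The list test of cytokinin synthesis took the opposite direction under fry (adjusted p = 0.963). Of the 139 named genes tested, between 5 and 11 lost their call when 1 library was left out, GUN4, LHCB1.3, COBL9 and VND3 in 5 of the 6 fits each, and 15 did with both left out.

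Replicate numbers were not taken to pair the samples in the main test, since the study's methods name no block and the labels do not say that a number marks a batch. The correlations of same-numbered libraries' deviations were 0.21, 0.051 and 0.29, and those of the other pairs lay between -0.29 and 0.066. With the replicate number as a block 4929 genes were called (2474 higher, 2455 lower), and 139 of 139 named genes kept their call or lack of one. Each library correlated best with its own number except BAP replicate 2, at 0.066 with DMSO replicate 1, which is a hint that a number marks a batch. The RNA numbers in the sample titles, 1 and 5, 11 and 15, and 21 and 25 for replicates 1, 2 and 3, hint at the same. Depth limits genes of few reads, such as PIN6, IPT1 and most class III glutaredoxins in DMSO.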

Other observations

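The test by other splits of the samples was chosen before the result was seen, and all other tests here after it, as were the lists and families in the first paragraphs. Genes of the abscisic acid response were lower in BAP roots at 4 h than in DMSO roots at 1 h. Of 20 tested genes, 14 fell and 2 rose, with a median log2 fold change of -1.38. The treatment and the time since transfer cannot be told apart for these genes. HAI1 (-3.28 ± 0.59) and HAI3 (-4.33 ± 0.84), for phosphatases of the abscisic acid pathway, fell with RD29B (-2.32 ± 0.34), while KIN1 (1.34 ± 0.16) and KIN2 (1.59 ± 0.15), near-identical neighbours with uncertain values, rose (SE, n = 3 per group). All 20 had their highest DMSO value in replicate 2, where HAI1 was at 134 CPM against 22.6 and 53.8, and without that library 14 genes of the list fell, HAI1 by 2.41 and HAI3 by 3.35 on the log2 scale. Genes of the root triterpene clusters were mostly higher, 8 of 10. The 8 include the thalianol genes AT5G47980, THAS1, CYP708A2 and CYP705A5, already described above. Of the others, BARS1, a baruol synthase gene, rose by 2.69 ± 0.11, MRN1, a marneral synthase gene, by 1.34 ± 0.24 and CYP71A16 by 1.16 ± 0.11. CYP705A12 was 4.59-fold higher, from 23.4 ± 0.989 to 107 ± 12.5 CPM (SD, n = 3). CYP705A1, beside the arabidiol synthase gene PEN1, fell by 1.96 ± 0.14, and PEN1 did not pass. All 9 calls of this list were kept in each fit with 1 library left out.

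Among 202 families named by their product text, with at least 10 tested genes each, the O-methyltransferase family had the smallest camera p, with 10 of 12 genes higher (camera adjusted p = 2.25e-17, adjusted p = 0.95 with an estimated correlation). Of 25 polyketide cyclase and lipid transport genes 12 rose and 2 fell (adjusted p = 0.952 with an estimated correlation), and of 37 EF-hand calcium-binding genes 1 rose and 11 fell (adjusted p = 0.952 with an estimated correlation). The gene with the most reads was EXT3, an extensin gene of the cell wall, in the DMSO libraries (0.85% to 0.911% of counts) and PYK10, a beta-glucosidase gene of endoplasmic reticulum bodies, in the BAP libraries (1.4% to 1.68%).

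The 6 libraries can be split into 3 and 3 in 10 ways, and 1 of them, the real one, gave as many as 4809 genes. The highest count of the other splits was 0 with edgeR, with 134 to 969 genes at an unadjusted p under 0.05, and 30 with DESeq2. Each of the other splits puts libraries of both treatments on both sides, so the treatment effect widens the spread within its groups. Low counts follow from that, so these splits do not test the 4809 calls. With 10 splits the share cannot fall under 0.05.

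Clock genes split by the time of day at which they peak. The median log2 fold change of 10 evening genes lay 2.43 above that of 9 morning genes (two-sided exact permutation test over genes, p = 0.00076, genes not being independent). All 17 called clock genes kept their call in each fit with 1 library left out, which argues against a single library as the source. A harvest at a later time of day for BAP may account for the pattern, and an effect of cytokinin on the clock stays open and untested, as no DMSO library at 4 h was analysed here.

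All 8 green tissue genes were highest among the BAP libraries in replicate 3, with RBCS1A at 26.8 CPM there, 11.3 and 9.88 in replicates 1 and 2 and 5.80 ± 1.36 in DMSO (SD, n = 3). Over 60 photosystem genes outside that list, replicate 3 lay a median of 0.105 above the mean of the other BAP libraries on the log2 scale (quartiles -0.115 and 0.407, all tested genes -0.0239), and 33 of the 60 (55%) were highest in replicate 3 (exact binomial p = 0.00083, genes not being independent). A little shoot or hypocotyl tissue in that library, which the harvest below the hypocotyl was meant to leave out, may account for this, although the shift is small. The 60 genes include close relatives of members of the green tissue list, other LHCB2 genes among them. They are therefore not a fully separate check. A general greening response in every BAP library was not seen over these genes, since the median log2 ratio of BAP replicates 1 and 2 to DMSO was -0.00799. With quartiles of -0.398 and 0.414 on either side of 0, a response of some of these genes cannot be told apart from none.

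GH3 and lateral root genes fell while PIN5, IAA17 and IAA3 rose. All 11 called GH3 and lateral root genes that fell kept their call in each fit with 1 library left out, which argues against a single library. Fewer lateral root primordia in the BAP roots may contribute, and the median of the mitosis genes, -0.121, does not decide it, since dividing cells of other tissues count in it as well. The 3 h between the harvests cannot be told apart from the treatment, because no treatment was analysed here at both times. An effect of cytokinin on the auxin response, in either direction, was not tested here with these libraries. The study, from its own BAP and NAA expression data, reported genes of the auxin response as enriched among those that rose. That enrichment was not rerun here. Among its other evidence, the study reported that a longer BAP treatment induced an auxin signalling reporter in this mutant.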
